A study of Mus musculus with 2 samples.

How the data were processed

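The 2 libraries, 1 control and 1 labelled Utx-deleted, are CD45.2-positive mouse bone marrow cells labelled Kit-positive, taken 10 weeks after transplantation. Per the labels' protocols, cells were stained with barcoded antibodies and libraries were made with 10x Genomics 3-prime chemistry and feature barcodes. The deposited files hold raw counts of UMIs (unique molecular identifiers) per feature and cell barcode, for 32285 genes and 15 antibody tags, and were written by Cell Ranger 7.1.0 per the file headers. The genome build, the annotation and the rule by which the authors called cells are not stated. The deposited counts are not normalized, and 3-prime counting sees the end of a transcript, so it does not show whether an internal exon is missing.

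Everything else was computed from those counts with Python 3.11.15, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2 and scipy 1.17.1. Cells with at least 500 detected genes and under 10% mitochondrial UMIs passed, which left out 349 control barcodes and 214 barcodes of the other library. Doublets were scored with Scrublet in each library. Its automatic threshold marked 0.0267% and 0% of cells and had not worked, so, as fixed in advance, the top 6% of scores were left out, which with ties came to 458 and 512 cells. This treatment is incomplete. A barcode was called for a hashtag at 100 or more UMIs of it and at least 5 times the other hashtag, and as carrying both at 100 or more of each otherwise. Of 380 and 699 barcodes with both hashtags that passed the filters, Scrublet left out 45.0% and 37.2%.

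Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, without Kdm6a, sex-specific genes and the genes of the compared lists, gave 30 principal components, a graph of shared neighbours among 15 nearest neighbours, and Leiden clusters at resolution 1, with no adjustment between libraries. Marker lists of 14 classes were fixed before the data were examined, but the scoring rule was set later. It went through 3 forms while the clusters and their shares could be seen, and the last step, the margin of 0.25 between class scores, changed the direction of the neutrophil-progenitor-like share. A cluster took the class with the highest mean z-score of its markers across clusters, among classes with at least 3 markers each detected in 25% of the cluster's cells. It stayed unnamed where its score was within 0.25 of the next class, where another class had more markers among its top 10 genes by fold, or where its cells had low UMI counts and no own marker at the top. Of the 26 clusters, 5 stayed unnamed, and their shares are given.

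With 1 library per group there was no replicate library and no test, and hashtag populations were not taken as replicates because the labels do not say whether they mark animals. UMIs were summed over cells for each library, overall and for each class, and turned into counts per 1e+06 UMIs (CPM). The log2 ratio used 1 UMI added to each sum, and genes with at least 100 UMIs over both libraries entered the counts of genes past 2-fold. Where a library had 0 UMIs, a bound was computed against a floor of 3 counts. The genes named in the text are the 5 highest and 5 lowest ratios past 2-fold whose sign was the same in each class with at least 100 kept cells per library and 20 UMIs of the gene, over all cells and, from 50 UMIs, within the HSC/MPP-like class, in addition to Kdm6a, its relatives and members of the fixed lists. A gene that this rule selects among the lowest ratios over all cells is not reported here. List medians used genes with at least 20 UMIs and were placed among the medians of 10000 random lists of the same size, drawn from 20 bins of expression. Coordinates are those of GENCODE M21 on GRCm38, a reference annotation that holds 99.6% of the gene IDs in the files and is not known to be the one the authors used. The rules for ratios and lists were tested on simulated counts for the comparison over all cells. These were independent Poisson draws from 1 profile shared by both libraries, without variation between cells or animals and without co-expressed genes. The simulation thus covers counting error only and gives no error rate for real libraries. Over all kept cells, hashtag populations of 1 library put 167 and 252 genes past 2-fold. Of 200 genes changed 4-fold, 95.5% were recovered, where a gene that fell under the minimum of 100 UMIs counted as missed, and 0 of 13566 unchanged genes passed 2-fold, and 2 of 100 random unchanged lists fell outside the central 95%.

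Alternatives fixed in advance were a stricter cell filter (1000 genes and 5% mitochondrial UMIs), no doublet removal, resolutions 0.5 and 2, all highly variable genes, centring in each library, a class for each cell from its own marker score, TMM scaling, a total without abundant genes, the same class weights in both libraries (mean CPM over the 8 classes used), thinning to 2000 UMIs per cell (which left out 164 and 78 shallower cells), UMI minimums of 20 and 500, a 1.5-fold threshold, lists with any UMI, and centred log-ratios for tags. Alternatives added after the data were seen were each hashtag alone, no barcodes with both hashtags, no score margin, tags without the hashtags, and classes without cells rich in neutrophil transcripts, for which a minimum of 90 cells in place of 100 was used.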

Results

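Donor-derived bone marrow cells of the mouse, labelled Kit-positive, were profiled 10 weeks after transplantation by CITE-seq. They carry the CD45.2 form of the blood cell surface protein CD45. CITE-seq is a droplet assay that counts messenger RNA and antibody-bound DNA tags in the same cells. Kit (CD117) is the receptor that marks haematopoietic stem and progenitor cells. The series contained 1 control library and 1 library labelled Utx-deleted. UTX, the product of Kdm6a, is a histone H3 lysine 27 demethylase found in the complexes built around the methyltransferases MLL3 (Kmt2c) and MLL4 (Kmt2d), and the title of the series asks whether the role of MLL3 and MLL4 in stem cell self-renewal, myeloid identity and B-cell priming depends on the enzymatic functions of those complexes. With 1 library in each group there was no replicate library, no test between conditions was possible, and every difference given here is a difference between these 2 libraries. Intervals are 95% exact Poisson or exact binomial (Clopper-Pearson) intervals and cover counting error only.

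The control library held 7827 cell barcodes with 122130256 gene UMIs, and the library labelled Utx-deleted held 7883 barcodes with 129736034 gene UMIs (unique molecular identifiers, counted as molecules). Antibody tags added 32236729 and 33278663 UMIs. After the filters on gene number, mitochondrial share and doublet score, 7020 control cells with a median of 12403 UMIs and 3253 genes and 7157 cells of the library labelled Utx-deleted with a median of 11785 UMIs and 2934 genes were kept. Of the 15 tags, 2 were hashtags, antibodies that label whole cell suspensions before pooling. Most kept cells carried 1 hashtag, with 3254 and 3509 kept cells for hashtags 1 and 2 in the control library and 3144 and 3535 in the library labelled Utx-deleted. Kept cells with both hashtags numbered 209 and 439, and those with neither 48 and 39. The labels do not say what each hashtag marked. If the hashtags mark separate animals, each library holds cells of 2 animals and the values given per hashtag are values per animal; since this is not stated, they were used to describe the spread inside a library and not as replicates.

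Kdm6a (ENSMUSG00000037369; chromosome X, 18162575 to 18279936, plus strand, GRCm38 coordinates of GENCODE M21) was examined first, because it is the targeted gene. It was not depleted in the library labelled Utx-deleted. Over all kept cells its level was 110 CPM in the control library (11965 UMIs, interval 108 to 112) and 103 CPM in the library labelled Utx-deleted (11665 UMIs, interval 101 to 105), a log2 ratio of -0.095 (interval -0.13 to -0.058). The sign of this small ratio depended on the scaling, and the alternative that moved it most gave 0.051, when the classes of cells were given the same weights in both libraries. Within classes the log2 ratio was 0.022 in HSC/MPP-like cells (haematopoietic stem cells and multipotent progenitors), 0.0077 in maturing-neutrophil-like cells, -0.11 in neutrophil-progenitor-like cells, 0.16 in monocyte-progenitor-like cells, 0.12 in megakaryocyte-progenitor-like cells and 0.57 in basophil-or-mast-cell-progenitor-like cells. Summed 3-prime counts do not show whether an internal exon is missing. The label of the library is therefore not checked by its own target gene, and "the library labelled Utx-deleted" is used throughout. The Y-linked paralogue Uty had 3 and 2 UMIs, at or below the 3 counts taken as the floor, and Xist stood at 1011 and 954 CPM in the control library and the library labelled Utx-deleted. Kmt2c (181 and 173 CPM) and Kmt2d (44.8 and 44.2 CPM) were close in both libraries, and Kdm6b, a gene for another H3 lysine 27 demethylase, went from 48.8 to 40.1 CPM (log2 ratio -0.29, interval -0.34 to -0.23).

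Joint clustering of both libraries, made without the genes of the compared lists, gave 26 clusters, of which 21 could be named from the fixed markers and fell into 10 classes. Clusters were led by Mecom, Hlf and Flt3 in the HSC/MPP-like class, by Elane, Prtn3 and Ctsg in the neutrophil-progenitor-like class, by F13a1, Ly86 and Irf8 in the monocyte-progenitor-like class, by Ebf1 and Vpreb3 in the B-cell-progenitor-like class and by Prss34, Mcpt8 or Cma1 in the basophil-or-mast-cell-progenitor-like class. The megakaryocyte-progenitor-like cluster was led by Pf4 and Cavin2 together with the erythroid markers Car1 and Aqp1. It had 2 markers of each class among its top 10 genes, and no cluster was named erythroid at the reported settings. At resolution 2 an erythroid-progenitor-like class was named, with 45 control cells (0.641%) and 4 cells of the other library (0.0559%). Megakaryocyte-progenitor-like cells were then 1.34% and 0.824%. With the stricter filter 45 and 5 cells were named erythroid-progenitor-like, beside 278 and 105 megakaryocyte-progenitor-like cells. Values of the megakaryocyte-progenitor-like class may thus describe erythroid cells too. The macrophage-like cluster rested on 3 detected markers. Of the 10 maturing-neutrophil-like clusters, 9 drew over 90% of their library-size-adjusted cells from 1 library, so these clusters follow the library and are compared only as 1 class.

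HSC/MPP-like cells made up 4.70% of the control cells (330 of 7020, interval 4.22 to 5.22%) and 0.713% of the cells of the library labelled Utx-deleted (51 of 7157, interval 0.531 to 0.936%), a 6.60-fold lower share. Across the 11 alternatives run for it the difference of -3.99 percentage points stayed below 0, between -5.08 points without doublet removal and -2.91 points with all highly variable genes in the clustering. With the stricter filter, without doublet removal, at resolution 0.5 and after centring, the class was wider and the ratio smaller, with 7.79% of control cells and 3.20% of the other library at resolution 0.5. All markers that name this class are members of the self-renewal list, which took no part in the clustering itself. Megakaryocyte-progenitor-like cells fell from 4.60% (323 cells, interval 4.12 to 5.12%) to 1.56% (112 cells, interval 1.29 to 1.88%), and B-cell-progenitor-like cells from 0.969% (68 cells, interval 0.753 to 1.23%) to 0.126% (9 cells, interval 0.0575 to 0.239%). Monocyte-progenitor-like cells rose from 4.02% (282 cells, interval 3.57 to 4.50%) to 7.73% (553 cells, interval 7.12 to 8.37%), and maturing-neutrophil-like cells from 63.6% (interval 62.4 to 64.7%) to 73.0% (interval 72.0 to 74.0%). Each of these directions was the same in the cells of hashtag 1 and of hashtag 2. The HSC/MPP-like share was 4.76% against 0.477% for hashtag 1 and 4.79% against 0.962% for hashtag 2, in the control library and the library labelled Utx-deleted. Megakaryocyte-progenitor-like cells fell from 5.69% to 1.37% for hashtag 1 and from 3.70% to 1.87% for hashtag 2. Maturing-neutrophil-like cells, most of the kept cells, had median counts of the Kit tag CD117 of 17 and 11 in the 2 libraries. These medians were 25 and 20 in T-or-NK-cell-like cells and 192 and 211 in neutrophil-progenitor-like cells. All shares of kept cells may therefore also depend on how many cells with little Kit passed the selection.

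**Figure D1:**
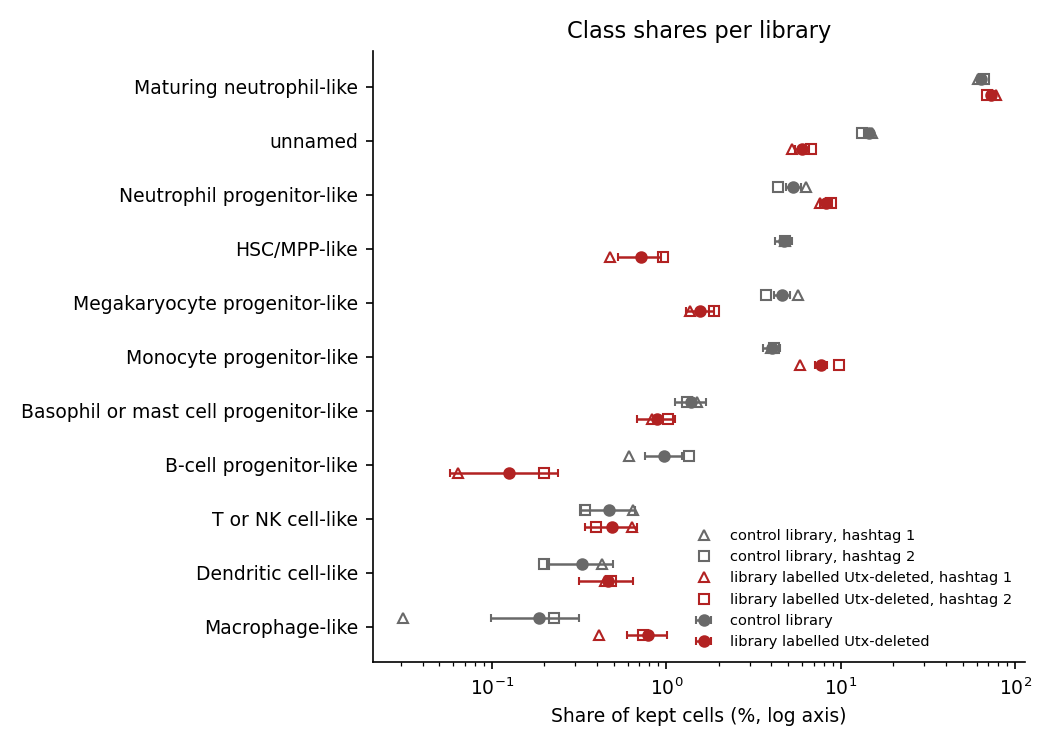
Share of kept cells in each class (x axis, percent, log axis) for the control library (dark grey) and the library labelled Utx-deleted (dark red); filled circles are all kept cells with exact binomial 95% intervals, open triangles and squares the cells of hashtag 1 and hashtag 2. HSC/MPP-like cells stand at 4.70% in the control library and at 0.713% in the library labelled Utx-deleted, and the unnamed clusters together at 14.4% and 6.02%.

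Neutrophil-progenitor-like cells made up 5.34% of the control cells (375 cells, interval 4.83 to 5.89%) and 8.23% of the library labelled Utx-deleted (589 cells, interval 7.60 to 8.89%), but this direction was not stable. It rested on a margin between the best and the next class score that was set after the clusters and their shares had been seen. Without that margin the shares were 11.6% and 8.45%, and with clusters from data centred in each library they were 10.1% and 10.1%. The clusters left without a name held 14.4% of control cells and 6.02% of the other library. Among these, cluster 11, led by Ccne2, Fcnb and Chit1, held 6.27% and 0.224%, and cluster 16, led by Chit1 and Fcnb, held 3.08% and 1.65%. The margin kept cluster 11 out of the neutrophil-progenitor-like class. Cluster 16 stayed unnamed without it too, since its top genes held a marker of another class and none of its own. The best-scoring class of cluster 16, and the next best of cluster 11, was maturing-neutrophil-like. Both clusters held a larger share of the control cells, so the size of the maturing-neutrophil-like rise depends on leaving them unnamed. At resolution 2 maturing-neutrophil-like cells made up 68.7% and 73.0%. Cluster 10, led by Slc24a3, Csmd1 and Cpa3, held 3.75% and 3.34%. Cluster 20, of low UMI count, held 1.11% and 0.461%, and cluster 25, led by Igkc and Iglc2, held 0.242% and 0.349%. Basophil-or-mast-cell-progenitor-like cells made up 1.38% (97 cells, interval 1.12 to 1.68%) and 0.880% (63 cells, interval 0.677 to 1.12%), a difference of -0.502 points (interval -0.865 to -0.145) that reversed to 0.209 points at resolution 0.5. Macrophage-like cells were 0.185% (13 cells) and 0.782% (56 cells), a difference that reversed to -1.66 points when each cell took its class from its own score. The other small classes were dendritic-cell-like cells 0.328% (23 cells) and 0.461% (33 cells), and T-or-NK-cell-like cells 0.470% (33 cells) and 0.489% (35 cells). Neither difference was detectable at this depth with the reported classes. With each cell's own score T-or-NK-cell-like cells were 1.48% (104 cells) and 0.685% (49 cells), a difference of -0.797 points. Dendritic-cell-like cells were then 0.855% (60 cells) and 0.768% (55 cells), which changed the sign of their difference to -0.0862 points.

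Summed over all kept cells, 13543 genes had at least 100 UMIs. Of these, 177 were at least 2-fold higher and 738 at least 2-fold lower in the library labelled Utx-deleted, and the median log2 ratio of the tested genes was -0.12, which scaling by the trimmed mean of M values (TMM) moved to 0.011. Thinning each cell to 2000 UMIs moved these counts most in proportion, to 68 higher and 293 lower among 9935 tested genes. With the same class weights in both libraries there were 287 higher and 470 lower genes, of which 137 and 389 were also among those of the pooled cells. The higher genes thus made up 37.9% of the genes past 2-fold, against 19.3% in the pooled cells. By the fixed rule the genes named for low ratios were 3830403N18Rik (ENSMUSG00000031125), Kel, Dapk2 and Eya2. The X-linked gene 3830403N18Rik (chromosome X, 56136572 to 56153498, GENCODE M21) had 1171 UMIs in the control library and 0 in the library labelled Utx-deleted, at least 406-fold lower when set against 3 counts. Its control UMIs lay almost wholly in the cells of hashtag 2, with 1123 UMIs there and 16 in those of hashtag 1 (log2 ratio 6.07, interval 5.45 to 6.96), so this gene differed inside the control library as well. Kel (chromosome 6, 41686330 to 41704339) had 371 and 11 UMIs (log2 ratio -5.01, interval -6.15 to -4.28). Dapk2 (chromosome 9, 66158223 to 66272242) had 2415 and 88 UMIs (log2 ratio -4.82) and Eya2 (chromosome 2, 165595032 to 165771727) had 847 and 32 (log2 ratio -4.74). In the control library Kel, Dapk2 and Eya2 differed by less than 2-fold between hashtags, with log2 ratios from -0.23 for Kel to 0.22 for Dapk2.

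The 5 genes with the highest ratios were Ighg2c, Mcpt4, Tpsb2, Igkv1-135 and Cma1. Ighg2c had 0 and 1935 UMIs (at least 620-fold higher in the library labelled Utx-deleted), Mcpt4 had 0 and 219 (at least 70.1-fold), Tpsb2 had 0 and 156 (at least 49.95-fold), Igkv1-135 had 0 and 138 (at least 44.2-fold) and Cma1 had 12 and 856 (log2 ratio 5.98, interval 5.29 to 7.06). For each of these 5 genes at least 99.1% of the UMIs in the library labelled Utx-deleted lay in 20 or fewer barcodes, and 4 of them had fewer than 20 UMIs in every class used to compare signs. Of the Ighg2c UMIs, 1920 came from cells of hashtag 1 and 11 from those of hashtag 2. Their ratios thus describe a few immunoglobulin-expressing or mast-cell-protease-expressing cells and not the bulk of the library.

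Within classes that had at least 100 kept cells in both libraries, maturing-neutrophil-like cells had 172 genes at least 2-fold higher and 407 at least 2-fold lower among 10672 tested, from 47514434 and 62772401 UMIs. At resolution 0.5, where the class held other cells, 1100 genes were higher and 553 lower. Monocyte-progenitor-like cells had 83 higher and 141 lower genes among 10094 tested. Neutrophil-progenitor-like cells had 73 higher and 99 lower genes among 9830 tested, a total of 172 that became 1131 (361 higher, 770 lower) without the score margin. Megakaryocyte-progenitor-like cells had 160 higher and 158 lower genes among 9184 tested; leaving out the 12 control cells and 16 other cells with over 1% of their UMIs from maturing-neutrophil markers changed these counts to 83 higher and 173 lower genes. At the reported settings HSC/MPP-like cells were below 100 in the library labelled Utx-deleted, so no count is given for them there. Where the class was drawn more widely, that library held 201 to 229 such cells. With the stricter filter 151 genes were then higher and 277 lower, and without doublet removal 123 and 302. At resolution 0.5 they were 158 and 310, and after centring 155 and 290. As a measure of the spread inside a library, hashtag 2 over hashtag 1 in maturing-neutrophil-like cells put 47 genes past 2-fold in the control library and 43 in the library labelled Utx-deleted, among 10500 tested. In megakaryocyte-progenitor-like cells the same comparison put 39 and 192 genes past 2-fold, against 394 and 422 between libraries for hashtags 1 and 2, so the spread inside the library labelled Utx-deleted, from 43 and 66 cells, was large beside the difference. Over all kept cells 167 and 252 genes passed inside the libraries, against 1082 and 929 between them. In maturing-neutrophil-like cells the ratio between libraries put 598 genes past 2-fold in the cells of hashtag 1 and 614 in those of hashtag 2, with 102 genes higher and 314 lower for each hashtag and 2 in opposite directions. Across genes, which are not independent replicates, the ratios of the 2 hashtags had Pearson's r = 0.82 and Spearman's rho = 0.71 in this class, and r = 0.66 and rho = 0.43 over all kept cells.

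**Figure D2:**
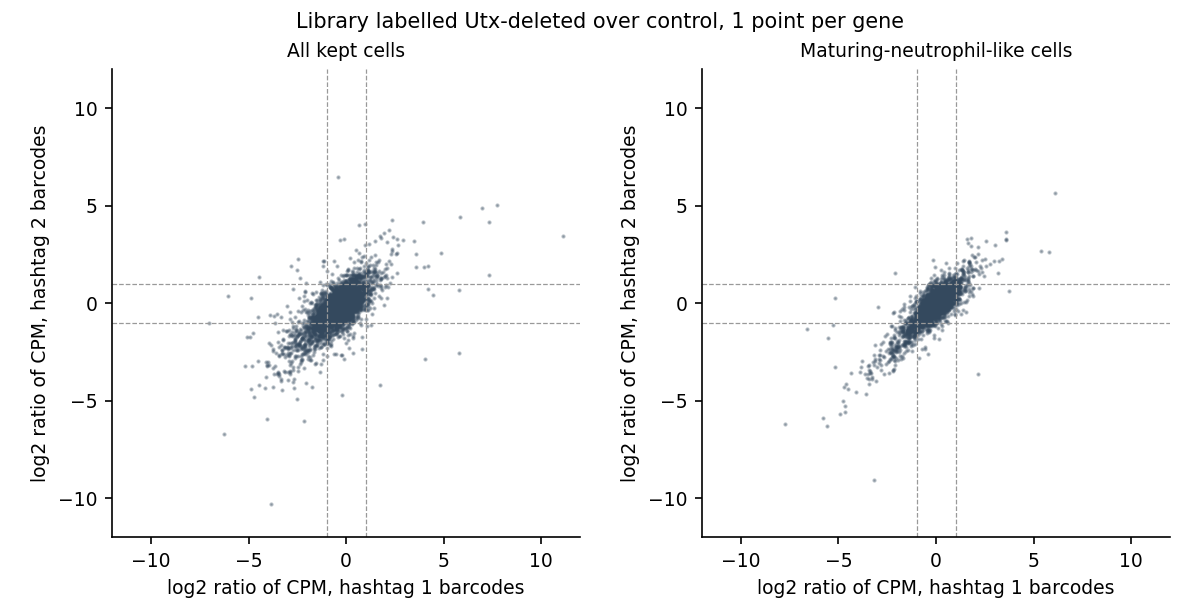
Log2 ratio of CPM between the library labelled Utx-deleted and the control library, computed from hashtag 1 barcodes (x axis) and from hashtag 2 barcodes (y axis), with 1 point per gene and dashed lines at 2-fold, for all kept cells (left) and maturing-neutrophil-like cells (right). In the right panel 314 genes lie below the lower 2-fold line for both hashtags and 102 above the upper line.

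Within the HSC/MPP-like class, from 8419331 control UMIs and 1412467 UMIs of the library labelled Utx-deleted, the genes with the lowest ratios were Ltb, Ggt5, Hpse, Itgb7 and 3830403N18Rik, each with 0 UMIs in the library labelled Utx-deleted. Against 174, 156, 125, 125 and 120 control UMIs these zeros allow ratios of at least 9.73-fold, 8.72-fold, 6.99-fold, 6.99-fold and 6.71-fold lower. The genes with the highest ratios were Bex4 (35 and 94 UMIs, log2 ratio 3.98, interval 3.43 to 4.60), Kif21a (20 and 45 UMIs, 3.71), Ptn (20 and 44 UMIs, 3.68), Mt1 (95 and 172 UMIs, 3.43) and Slc16a11 (33 and 54 UMIs, 3.27). These values come from 51 cells in 1 library, and 4 of those 51 cells held over 1% of their UMIs from maturing-neutrophil markers.

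The gene lists fixed before the data were examined address the 3 programmes named in the title of the series, with interferon and cell cycle lists beside them. Over all kept cells the self-renewal list of 15 genes had a median log2 ratio of -1.05, at percentile 0 of 10000 random lists matched on expression, and 14 of its 15 genes were lower. Giving classes the same weights in both libraries moved this median most, to 0.31, and reversed it. The B-cell priming list had a median of -2.24 (percentile 0, 13 of 15 genes lower), which was -1.04 with the same class weights. That setting used the 8 named classes with at least 20 cells in each library. It left out the B-cell-progenitor-like and macrophage-like classes and the unnamed clusters, so -1.04 is no value with equal shares of B-cell-progenitor-like cells. The fall of those cells from 68 to 9 also enters the -2.24. Hashtag 2 over hashtag 1 gave 1.004 for the B-cell priming list within the control library and 0.98 within the library labelled Utx-deleted. For the self-renewal list these values were -0.37 and 0.26. The myeloid identity list had a median of 0.20 (percentile 100, 15 of 15 genes higher), which was -0.0032 with the same class weights. The cell cycle list had a median of -0.37 (percentile 0, 11 of 11 genes lower). The interferon list had a median of -0.53 (percentile 0.110), but it differed between hashtags, with -0.075 for hashtag 1 and -0.93 for hashtag 2, and within the control library alone hashtag 2 over hashtag 1 gave 0.58, against -0.31 within the library labelled Utx-deleted.

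Within HSC/MPP-like cells the B-cell priming list had a median log2 ratio of -1.41 (9 of 15 genes with at least 20 UMIs, 7 of them lower and 2 higher, percentile 0), or -1.30 with Blnk, which had 0 UMIs in the library labelled Utx-deleted, at its bound, and it stayed below 0 under the 15 alternatives run for it, from -2.25 to -0.42. Dntt went from 1117 to 65 UMIs in this class (log2 ratio -1.51, interval -1.91 to -1.17) and Satb1 from 1638 to 102 (log2 ratio -1.42). Ebf1, with 12 and 10 UMIs, was higher (log2 ratio 2.33, interval 0.94 to 3.65), and Il7r was at 0.17 (interval -0.95 to 0.97). The class was led by Flt3 as well as Mecom and Hlf, and its antibody tags differed between the libraries. Median CD48 counts were 839.5 and 44, those of CD41 were 9 and 21, and CD135 had a log2 ratio of -2.18. List medians within the class may therefore reflect a different mix of cells. This was not separated from a change within the same kind of cell. The self-renewal list had a median of 1.04 in this class (percentile 100, 13 of 15 genes higher), with Mecom at 1.11 and Hlf at 0.62, while Procr (-1.32, 88 and 5 UMIs) and Ly6a (-1.04) were lower. The direction of this list reversed under the 4 alternatives that drew the class more widely, to -0.081 with the stricter filter, -0.095 without doublet removal, -0.27 at resolution 0.5 and -0.28 after centring each library. In HSC/MPP-like cells the interferon list had a median of -0.36 (percentile 1.07), which was 0.19 for hashtag 1, and the cell cycle list had a median of -0.084 (percentile 24.1), which was 0.18 after thinning. Within neutrophil-progenitor-like cells the myeloid identity list had a median of -0.062 (percentile 62.3) and the interferon list -0.13 (percentile 21), inside the central range of random lists. Without the score margin these medians were 0.40 and 0.11. In the same class the cell cycle list had a median of -0.53 (percentile 0, 11 of 11 genes lower) and stayed below 0 under the 14 alternatives run for it.

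**Figure D3:**
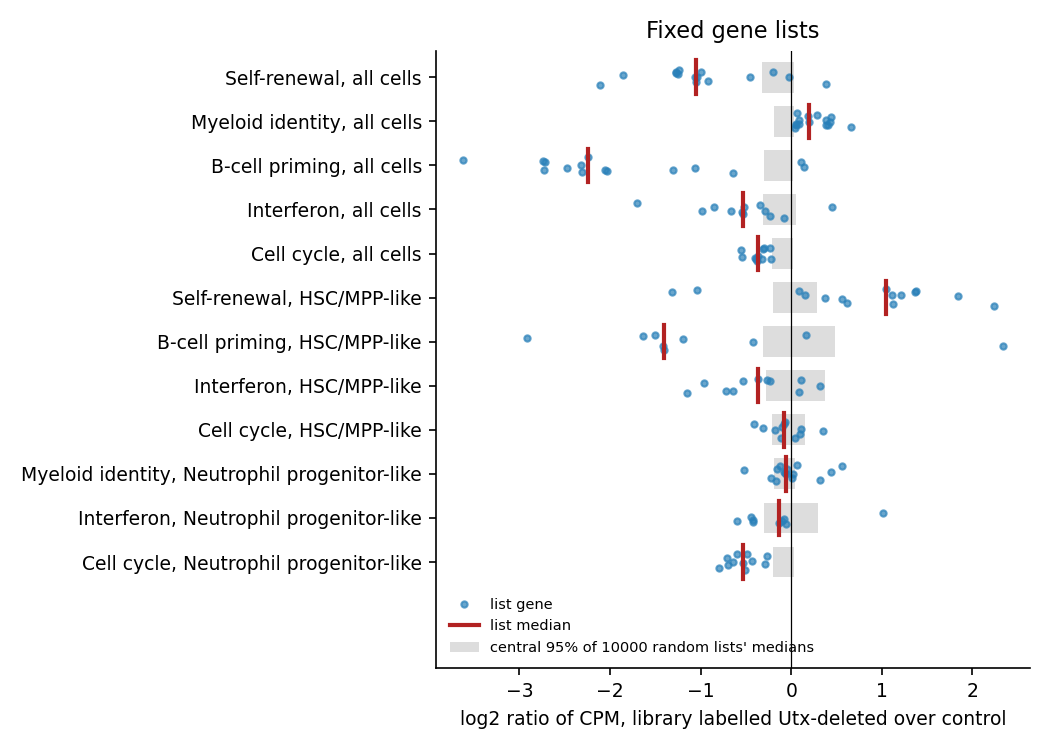
Log2 ratio of CPM, library labelled Utx-deleted over control (x axis), for the genes of each fixed list (blue points) with the list median (red bar) and the central 95% of the medians of 10000 expression-matched random lists (grey bar), over all kept cells and within classes. The self-renewal median is -1.05 over all cells and 1.04 within HSC/MPP-like cells, and the B-cell priming median is -2.24 and -1.41.

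Of the 13 protein tags, 10 took a lower share of antibody UMIs in the library labelled Utx-deleted. The largest falls were in CD150 (0.181% to 0.0648% of antibody UMIs, log2 ratio -1.48, interval -1.50 to -1.45), CD135 (-1.23) and Sca1 (-0.81). CD48 was at -0.59, CD127 at -0.58, B220 at -0.55, CD201 at -0.51, CD41 at -0.28, CD16/32 at -0.26 and CD117, the Kit tag, at -0.14. Gr1, a neutrophil tag, rose from 27.2% to 37.7% of antibody UMIs (log2 ratio 0.47), CD34 was at 0.14 (-0.12 for hashtag 1 alone) and CD11b at 0.085 (-0.035 without the hashtags in the total). In the library labelled Utx-deleted, 2 barcodes with both hashtags held 1.59% and 1.26% of the antibody UMIs of the kept cells. The hashtags themselves were at -0.36 and -0.13. The centred log-ratio per cell, which weighs cells equally, moved CD135 most, to 0.034, and it also changed the sign of CD201 and CD16/32. In the cells of hashtag 2 alone CD117 was at 0.29 and CD41 at 0.60, so their falls were not shared by the hashtags. CD150 stayed lower but moved to -0.50 with the centred log-ratio, and it was at -1.89 and -0.92 for hashtags 1 and 2. Median counts of CD135, CD201 and CD41 were at most 1 per cell and those of CD150 were 2 and 0, so their ratios describe a low signal. Within HSC/MPP-like cells the median CD48 count per cell was 839.5 in the control library and 44 in the library labelled Utx-deleted (log2 ratio of shares -1.90), and CD41 was at 2.16, with median counts of 9 and 21. CD135 was at -2.18. CD150 was at 2.08 and Gr1 at 2.34 in the summed tags of this class, but their median counts per cell were 3 and 4 for CD150 and 22 and 23 for Gr1, so these sums do not describe the typical cell.

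**Figure D4:**
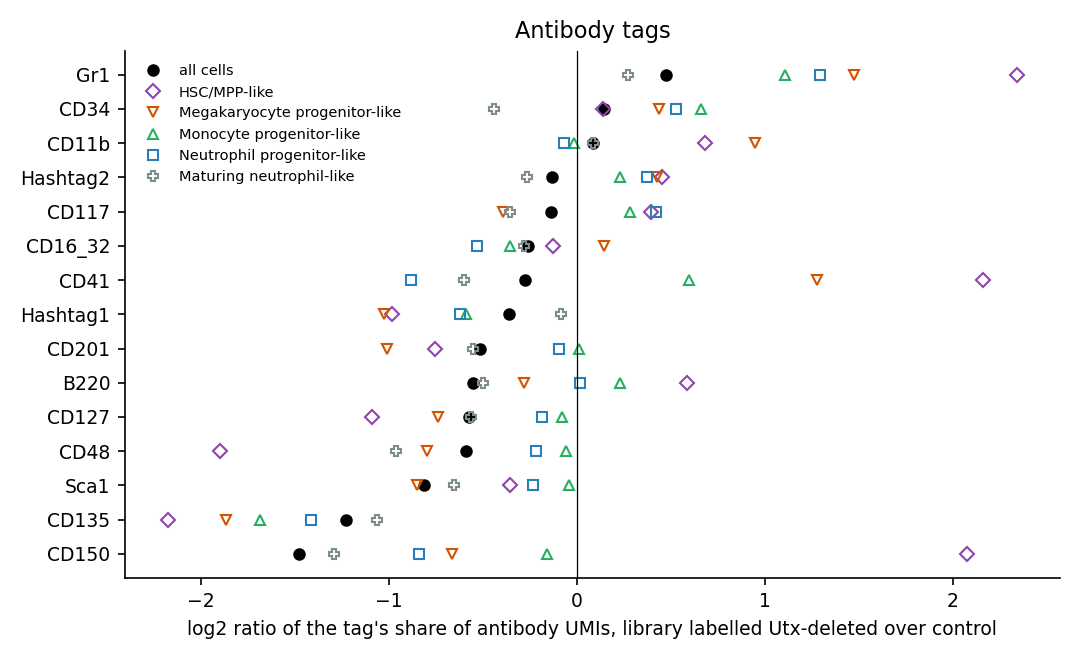
Log2 ratio of each tag's share of antibody UMIs, library labelled Utx-deleted over control (x axis), for the 13 protein tags and 2 hashtags (y axis), over all kept cells (filled black circles) and within classes (open symbols). CD150 stands at -1.48 over all cells and at 2.08 within HSC/MPP-like cells, and CD48 at -0.59 and -1.90.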

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

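The comparison of hashtag depth was chosen only after the share of barcodes with both hashtags had been seen, and the comparison of gene UMIs in those barcodes was chosen before its result was seen.

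The share of barcodes with both hashtags was not part of a comparison of the report, and it differed between the libraries. In the library labelled Utx-deleted 8.88% of all barcodes carried both hashtags (700 of 7883, interval 8.26 to 9.53%), against 5.01% in the control library (392 of 7827, interval 4.54 to 5.51%). A deeper hashtag library is argued against, because that library had 0.882 times as many hashtag UMIs per barcode as the control. Droplets with 2 cells would hold more gene UMIs than droplets with 1, and the median of barcodes with both hashtags was 2.42 times that of barcodes with 1 hashtag in the library labelled Utx-deleted and 2.02 times in the control library. The excess may therefore come from droplets with 2 cells. Scrublet scores left 439 and 209 such barcodes among the kept cells of the library labelled Utx-deleted and the control library, and droplets with 2 cells of the same hashtag cannot be seen this way, so the number of doublets that remain in either library is not known. Whether cells of that library stick together more for a biological reason was not tested.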

How the results depend on the processing

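In all, 45 results were recomputed under 22 alternatives, 6 of them (each hashtag alone, no barcodes with both hashtags, no score margin, tags without hashtags, no class cells rich in neutrophil transcripts) chosen after seeing the data. Of 482 values, 280 stayed within the interval of the reported value (counting error, or resampled genes for lists) or within 1.5 times a count, 177 moved and 25 changed the sign of a value whose interval excluded 0. The 280 include values that a setting could not move. List medians over all cells use no clusters, so other resolutions, all highly variable genes, centring and no score margin left them unchanged. Leaving out the score margin also left every named class except the neutrophil-progenitor-like class unchanged. The count of 280 therefore overstates stability. Of the 177 values that moved, 89 belong to single tags or small classes. The lower HSC/MPP-like, megakaryocyte-progenitor-like and B-cell-progenitor-like shares, the higher monocyte-progenitor-like and maturing-neutrophil-like shares, and the lower B-cell priming and cell cycle lists over all cells kept their direction under every alternative run for them. Except where a construction is named, the cause of a change was not tested.

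Kdm6a over all cells was -0.095 and became 0.034 with TMM scaling, 0.051 with the same class weights and 0.012 after thinning. Shares are given as differences in percentage points, the library labelled Utx-deleted minus control. HSC/MPP-like cells (reported at -3.99) were at -4.75 with the stricter filter, -5.08 without doublet removal, -4.59 at resolution 0.5, -2.98 at resolution 2, -2.91 with all highly variable genes and -3.02 with a class from each cell's own score. Maturing-neutrophil-like cells (9.44) were at 14.4, 24.7, 4.32, 25.9 and 13.5 with the stricter filter, resolution 0.5, resolution 2, all highly variable genes and each cell's own score, and at 16.1 and 2.74 for hashtags 1 and 2. Megakaryocyte-progenitor-like cells (-3.04) were at -3.80 and -0.515 at resolutions 0.5 and 2, -0.557 with all highly variable genes, -2.44 after centring, -2.37 with each cell's own score, and -4.32 and -1.84 for hashtags 1 and 2. Monocyte-progenitor-like cells (3.71) were at 4.99 without doublet removal, 5.84 at resolution 2, 4.55 after centring, and 1.83 and 5.63 for the hashtags. B-cell-progenitor-like cells (-0.843) were at -0.551 and -1.14 for the hashtags. Neutrophil-progenitor-like cells (2.89) reversed to -5.73 without doublet removal and to -3.16 without the score margin, and were at 0.427 at resolution 2, 0.0168 after centring, 0.728 with each cell's own score, and 1.24 and 4.38 for the hashtags. Basophil-or-mast-cell-progenitor-like cells (-0.502) reversed to 0.209 at resolution 0.5 and to 0.209 with all highly variable genes, and were at -0.943 with each cell's own score. With that score macrophage-like cells (0.597) reversed to -1.66. T-or-NK-cell-like cells (0.0189) moved to -0.797 and dendritic-cell-like cells (0.133) to -0.0862 with it.

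Over all cells, 177 higher and 738 lower genes became 287 and 470 with the same class weights and 68 and 293 after thinning, where fewer genes were tested. They became 392 and 1259 at 20 UMIs, 74 and 360 at 500 UMIs, and 419 and 1458 at 1.5-fold, by construction. In maturing-neutrophil-like, megakaryocyte-progenitor-like, monocyte-progenitor-like and neutrophil-progenitor-like cells, in this order, the genes past 2-fold (579, 318, 224 and 172) became 1155, 872, 666 and 605 at 20 UMIs, 258, 72, 59 and 40 at 500 UMIs, and 1411, 929, 656 and 622 at 1.5-fold. Maturing-neutrophil-like cells had 1653 at resolution 0.5, of which 1100 were higher. Megakaryocyte-progenitor-like cells had 194 without doublet removal. Neutrophil-progenitor-like cells had 847 without doublet removal, 326 at resolution 2, 349 after centring, 1131 without the score margin and 112 for hashtag 1, where monocyte-progenitor-like cells had 113; fewer cells enter with a single hashtag.

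Of the list medians over all cells, self-renewal (-1.05) reversed to 0.31, myeloid identity (0.20) to -0.0032 and B-cell priming (-2.24) moved to -1.04 with the same class weights. That setting left out the B-cell-progenitor-like and macrophage-like classes and the unnamed clusters. Cell cycle (-0.37) moved to -0.24 with TMM scaling, -0.29 without abundant genes, -0.16 with the same class weights, and -0.41 and -0.28 for hashtags 1 and 2. Interferon (-0.53) was at -0.075 and -0.93 for the hashtags. Within HSC/MPP-like cells, self-renewal (1.04) reversed to -0.081 with the stricter filter, -0.095 without doublet removal, -0.27 at resolution 0.5 and -0.28 after centring. Under the same settings interferon (-0.36) was at -0.96, -0.98, -1.04 and -0.98, and cell cycle (-0.084) at -0.32, -0.37, -0.28 and -0.35. Those settings drew the class more widely, with 201 to 229 cells of the library labelled Utx-deleted in place of 51. Cell cycle was at 0.18 after thinning, and for hashtag 1 interferon was at 0.19 and B-cell priming at -2.25. Within neutrophil-progenitor-like cells, myeloid identity (-0.062) moved to 0.33 without doublet removal and 0.40 without the score margin, and interferon (-0.13) reversed to 0.049 and 0.11 under the same settings. Cell cycle (-0.53) moved to -0.33 with the stricter filter, -0.41 at resolution 0.5, -0.36 with all highly variable genes, -0.40 after centring and -1.08 without the score margin.

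Of the tags, CD135 reversed to 0.034, CD16/32 to 0.17, CD201 to 0.033 and hashtag 2 to 0.39 with the centred log-ratio, and CD11b to -0.035 without the hashtags. For hashtag 1 alone CD34 reversed to -0.12, and for hashtag 2 alone CD117 to 0.29, CD41 to 0.60 and hashtag 1 to 0.12; the hashtag tags move by construction there. The 51 HSC/MPP-like cells of the library labelled Utx-deleted limit what can be said within that class. No count of genes past 2-fold is given for it at the reported settings.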

Other observations

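Tests chosen only after the result was seen were those on Kit selection, doublets, single hashtags, the sampling of cells, other differences between the libraries, neutrophil transcripts, a variant of 1 gene, Kdm6a itself, population differences in 1 gene and rare cells; those on class names, maturation stages and X-linked genes were chosen before.

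The lower HSC/MPP-like share was weighed against technical sources. A larger load of mature neutrophils in the library labelled Utx-deleted would lower all progenitor classes alike and leave the share among progenitor-class cells about equal, but that share was 22.4% (interval 20.3 to 24.6%) in the control library and 3.70% (interval 2.77 to 4.84%) in the other, a 6.04-fold difference, and the monocyte-progenitor-like share rose. The fold depends on how the class is drawn: over 11 alternatives it lay between 1.92 (no doublet removal) and 7.03 (hashtag 1), with 31.5% and 14.2% (2.22-fold) at resolution 0.5. Doublets as the whole source are argued against, because the difference was -4.01 percentage points without barcodes that carry both hashtags. Class names that follow the library are argued against, because the self-renewal list summed over all cells with no clusters fell too, with a median log2 ratio of -1.05. A single hashtag population does not carry it, because the smaller of the hashtag folds was 4.98. What stays open is any difference between the animals, the sort, the staining or the libraries, which cannot be told apart from the label with 1 library per group. A loss of these cells with the Utx deletion stays among the open explanations, untested.

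Kdm6a was not depleted in the library labelled Utx-deleted. Its log2 ratio of -0.095 (interval -0.13 to -0.058) was slightly below 0 and changed sign with the scaling, to 0.034 with TMM. Transcripts that lack an internal exon and are still counted could give this, and so could a mislabelled library; they cannot be told apart, because the summed counts do not show exons and no second library of either group is at hand.

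Maturing-neutrophil-like cells differed between the libraries in 579 genes past 2-fold. The sampling of cells is argued against, because the hashtag populations of 1 library differed in at most 47 genes. Stages were ranked by the maturing-neutrophil score minus the neutrophil-progenitor score. Giving equal weight to 5 stages left 617 genes past 2-fold, 195 higher and 422 lower, which argues against an uneven mix of stages ranked in this way. The stages were drawn inside the named class, without the unnamed clusters 11 and 16, and the ranking markers include no gene of the cell cycle list. An uneven mix of dividing cells, or of cells left unnamed, was therefore not tested and stays open. The deletion and any other difference between the 2 libraries cannot be told apart, because there was 1 library per group.

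The X-linked gene 3830403N18Rik had no UMI in the library labelled Utx-deleted, against 1171 in the control library. An X-chromosome haplotype carried along with the deleted allele might silence or remove it, and would be expected to change many X-linked genes. X-linked genes made up 2.25% of the genes past 2-fold in maturing-neutrophil-like cells (13 of 578) and 2.93% of the genes tested, which argues against a change over much of the chromosome. Within 5 Mb of the gene, 1 of 13 tested genes passed 2-fold, which was the gene itself, and within 5 Mb of Kdm6a 1 of 19. A difference between cell populations that the label does not name is a candidate explanation, because the hashtag populations of the control library, which share its label, differed in this gene by a log2 ratio of 6.07 (16 and 1123 UMIs). What the hashtags mark is not stated. A strain variant of this gene alone and a dependence on UTX cannot be told apart, because its 0 UMIs in that library would follow from either and each group has a single library.

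Maturing-neutrophil markers took 0.972% of the summed UMIs of HSC/MPP-like cells in the library labelled Utx-deleted and 0.362% in the control library, a log2 ratio of 1.43. In this class S100a9 stood at 1430 and 3788 CPM and S100a8 at 874 and 2680 CPM in the control library and the library labelled Utx-deleted, and all 10 markers had UMIs there in both. Free RNA would raise the median cell as much as the sum. A first form of this test used the sums in T-or-NK-cell-like cells and seemed to go with free RNA; it was replaced after the medians had been seen. The median HSC/MPP-like cell held 0.143% in the library labelled Utx-deleted and 0.123% in the control library, a log2 ratio of 0.21, and in T-or-NK-cell-like cells, which should lack these transcripts, the median moved by 0.36 while the sum moved by 3.33. Free RNA as the main source is thereby argued against, and a few cells joined with neutrophils may carry the rise, with 4 of 51 HSC/MPP-like cells over 1% in the library labelled Utx-deleted against 9 of 330 in the control library, and 2 of 35 T-or-NK-cell-like cells against 0 of 33. In the megakaryocyte-progenitor-like class 16 of 112 cells held over 1% of such UMIs, against 12 of 323 in the control library, so summed levels in small classes of the library labelled Utx-deleted contain neutrophil transcripts.

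The 5 named genes with the highest ratios over all cells may come from rare cells of other types, since at least 99.1% of their UMIs lay in 20 or fewer barcodes. Cma1 and Tpsb2 are on the basophil or mast cell marker list, and with Mcpt4 they led a cluster of 17 cells in the library labelled Utx-deleted and 2 in the control library. Whether such cells are more frequent in that marrow was not tested.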
